# Tissue-specific transposon-associated small RNAs in the gymnosperm tree, Norway spruce

**DOI:** 10.1186/s12864-019-6385-7

**Published:** 2019-12-19

**Authors:** Miyuki Nakamura, Claudia Köhler, Lars Hennig

**Keywords:** Gymnosperm, Male gametophyte, Norway spruce, Small RNA, Transposable elements

## Abstract

**Background:**

Small RNAs (sRNAs) are regulatory molecules impacting on gene expression and transposon activity. MicroRNAs (miRNAs) are responsible for tissue-specific and environmentally-induced gene repression. Short interfering RNAs (siRNA) are constitutively involved in transposon silencing across different type of tissues. The male gametophyte in angiosperms has a unique set of sRNAs compared to vegetative tissues, including phased siRNAs from intergenic or genic regions, or epigenetically activated siRNAs. This is contrasted by a lack of knowledge about the sRNA profile of the male gametophyte of gymnosperms.

**Results:**

Here, we isolated mature pollen from male cones of Norway spruce and investigated its sRNA profiles. While 21-nt sRNAs is the major size class of sRNAs in needles, in pollen 21-nt and 24-nt sRNAs are the most abundant size classes. Although the 24-nt sRNAs were exclusively derived from TEs in pollen, both 21-nt and 24-nt sRNAs were associated with TEs. We also investigated sRNAs from somatic embryonic callus, which has been reported to contain 24-nt sRNAs. Our data show that the 24-nt sRNA profiles are tissue-specific and differ between pollen and cell culture.

**Conclusion:**

Our data reveal that gymnosperm pollen, like angiosperm pollen, has a unique sRNA profile, differing from vegetative leaf tissue. Thus, our results reveal that angiosperm and gymnosperm pollen produce new size classes not present in vegetative tissues; while in angiosperm pollen 21-nt sRNAs are generated, in the gymnosperm Norway spruce 24-nt sRNAs are generated. The tissue-specific production of distinct TE-derived sRNAs in angiosperms and gymnosperms provides insights into the diversification process of sRNAs in TE silencing pathways between the two groups of seed plants.

## Background

There are several different types of functional small RNAs (sRNAs) in animals and plants that differ in their biogenesis pathways, size classes, and functions. MicroRNAs (miRNAs), which are 21-nucleotides (nt) sRNAs derived from hairpin precursors, are the most common sRNA species generated in both plants and animals. Several miRNA sequences are conserved across land plants (reviewed in [1–3]), revealing their ancient functions and conservations. In contrast to miRNAs that mainly regulate protein-coding genes, small interfering RNAs (siRNAs) silence transposable elements (TEs) and repeat sequences by either inducing degradation of TE transcripts via the post-transcriptional gene silencing (PTGS) pathway or inducing heterochromatin formation via the RNA-dependent DNA methylation (RdDM) pathway. sRNAs are prevalent to induce heterochromatin formation of their target sequences across kingdoms. In fission yeast *Schizosaccharomyces pombe* the RITS (RNA-induced transcriptional silencing) pathway confers siRNA-mediated heterochromatinization [4]. In animals, 24–30-nt Piwi-interacting RNAs (piRNAs) cause silencing of TEs by cleaving TE-derived transcripts in germline cells [5]. Likewise, in angiosperms, 24-nt small interfering RNAs (siRNAs) contribute to TE silencing through DNA methylation (reviewed in [6]).

The plant-specific RNA polymerase IV (Pol IV) and RNA polymerase V (Pol V) are involved in the RdDM pathway through 24-nt siRNAs, which are also called heterochromatic siRNA or repeat-associated siRNA [6, 7]. In flowering plants, 24-nt siRNAs occupy the predominant fraction of the sRNA population [8–13]. This 24-nt sRNA fraction is specifically composed of siRNAs that are derived from TEs [14, 15]. This strong positive association between 24-nt siRNAs and TEs allows us to use 24-nt siRNAs for TE annotations in both monocots and dicots [16].

Pol IV emerged after the divergence of algae and land plants [17]. However, in other land plants including gymnosperms, 24-nt sRNAs are not the predominant size class in vegetative tissue [11, 18, 19], although sRNAs are proposed to be involved in DNA methylation in moss and gymnosperms [20, 21]. Nevertheless, the factors involved in the RdDM pathway, such as RNA-DEPENDENT RNA POLYMERASE 2 (RDR2), DICER-LIKE 3 (DCL3), ARGONAUTE 4 (AGO4) and most of Pol IV and Pol V components, are conserved between angiosperms and gymnosperms [17, 21]. Indeed, gymnosperms have identifiable 24-nt sRNA populations in male cones and embryonic tissues [18, 21–25], revealing tissue-specific differences in sRNA production and possibly function in gymnosperms. More than half of the genomes in most gymnosperm species are occupied by TEs [18, 26]. Considering their very large genomes (4–30 Giga base pairs), the number of TEs is massive in spite of the limited amount of 24-nt sRNAs. This raises the question of which type of sRNA is involved in TE silencing in gymnosperms. It has been reported that the sRNA populations in angiosperm pollen are distinct from other tissues. *Arabidopsis* pollen accumulates TE-derived epigenetically activated siRNAs (easiRNAs) of 21–22-nt length [27]. In maize and rice anthers, 21-nt and 24-nt phased sRNAs (phasiRNAs) derived from intergenic regions make up a large fraction of the sRNA populations [28, 29].

In gymnosperms, it was reported that male cones have 24-nt sRNA [18, 24, 30]. However, it remains unclear whether those 24-nt sRNAs are derived from pollen. To investigate a possible regulatory association between sRNAs and TEs in different tissue types of gymnosperms, we generated and analyzed the sRNA profile of pollen. Moreover, we also investigate the sRNA from somatic embryonic callus, which is known to contain 24-nt sRNA fractions [21], along with needle samples representing a vegetative tissue of Norway spruce (*Picea abies*).

## Results

### Norway spruce pollen generates 24-nt sRNAs that are exclusively derived from TE sequences

To test whether gymnosperm pollen generates a specific population of TE-derived sRNAs, we harvested pollen from mature male cones of Norway spruce. 

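For needles and for pollen, 2 sRNA libraries each were sequenced as single reads of 50 bp. Both tissues were taken from the same wild tree, so the replicate spread does not cover differences between trees. The authors trimmed the adaptors, removed rRNA, tRNA and sn(o)RNA sequences with Rfam, and deposited every distinct sequence of 17 to 28 nt together with its read count, without normalization and before mapping to the genome. The sample labels give May and August as harvest months of the needles without assigning them to libraries, so the spread between the needle replicates can include a difference between harvests. The needle libraries held 20386327 and 22408892 reads of 2658088 and 3325196 distinct sequences. The pollen libraries held 5399615 and 9924427 reads of 1764577 and 3190533 distinct sequences. Size distributions were computed from these counts as % of total reads, and as % of distinct sequences for the non-redundant distribution. The 12 length classes were compared between tissues with edgeR's quasi-likelihood test on all 10 libraries of the study in 5 groups, with total reads as library size and Benjamini-Hochberg adjustment over the classes. An exact permutation of 2 libraries against 2 cannot give a p below 0.333, so the spread was estimated over the 5 groups together. Single sequences were compared with the same test when they had at least 10 reads in at least 2 libraries, which kept 6839 sequences of 24 nt and 62708 of 21 nt. The kept 24-nt sequences covered 58.9 and 63.5% of the 24-nt reads of needles, and 33.2 and 39.4% of those of pollen. Abundances are given as RPM, the reads of a sequence per 1000000 total reads of its library. The 95% Wilson confidence interval of a 21-nt or 24-nt share reached at most 0.0381 percentage points to either side in any library. Amplified reads without molecular identifiers are not independent molecules, so these intervals cover counting error only.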

We generated and sequenced sRNA libraries of pollen and needles as vegetative tissue control (Additional file 1: Table S1). The sRNA size distribution strongly differed among the tissues (Fig. 1a, b); while needles had a large peak at 21-nt, pollen samples had two peaks at 21-nt and 24-nt length. 

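In total reads, 21-nt sRNAs made up 53.9% ± 0.325 (SD, n = 2 libraries) of the needle libraries and 22.8% ± 6.22 (SD, n = 2) of the pollen libraries. The log2 fold change of pollen against needles was -1.24 (standard error 0.40, adjusted p = 0.0154 from edgeR's quasi-likelihood test). This call was lost without replicate 1 of pollen, at -0.99 (adjusted p = 0.123), and without replicate 2 of needles, at -1.24 (adjusted p = 0.0519). The share of 24-nt sRNAs was 2.53% ± 0.230 (SD, n = 2) in needles and 11.6% ± 1.40 (SD, n = 2) in pollen, a log2 fold change of 2.19 (standard error 0.37, adjusted p = 0.000743). Of the alternatives, TMM factors moved this value most, to 1.41 (adjusted p = 0.0174). The shares of 17, 23, 25, 26, 27 and 28 nt also rose past the threshold. At 28 nt the log2 fold change was 1.92 (adjusted p = 0.000743 from edgeR's quasi-likelihood test). These are shares of the same total, so the fall at 21 nt can raise other classes. Among non-redundant sequences, 24 nt was the only class past the threshold in the main test. Both pollen libraries had a maximum at 24 nt, with 1.69 ± 0.338 (SD, n = 2) times the mean of the 23-nt and 25-nt reads. Neither needle library had a maximum at 24 nt, and this ratio was 0.863 ± 0.0485 (SD, n = 2). The most abundant 21-nt sequence of needles, TCGGACCAGGCTTCATTCCCC, had 10949 ± 284 RPM (SD, n = 2) in needles and 57.7 ± 8.22 RPM in pollen. The most abundant one of pollen, GCAGGATTGTTTAGAGAGGGC, had 11027 ± 4329 RPM (SD, n = 2) in pollen and 2718 ± 541 RPM in needles. Among the tested 21-nt sequences, 47726 differed between pollen and needles at an adjusted p of 0.05, of which 5390 were higher and 42336 lower in pollen. The tested sequences covered 84.7 and 82.2% of the 21-nt reads in replicates 1 and 2 of needles. In replicates 1 and 2 of pollen they covered only 59.9 and 56.1%, so these counts represent the 21-nt sRNAs of pollen less fully. DESeq2 called 18487 sequences, and the count in edgeR was 29655 without replicate 1 of needles and 28854 without replicate 2.

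**Figure D1:**
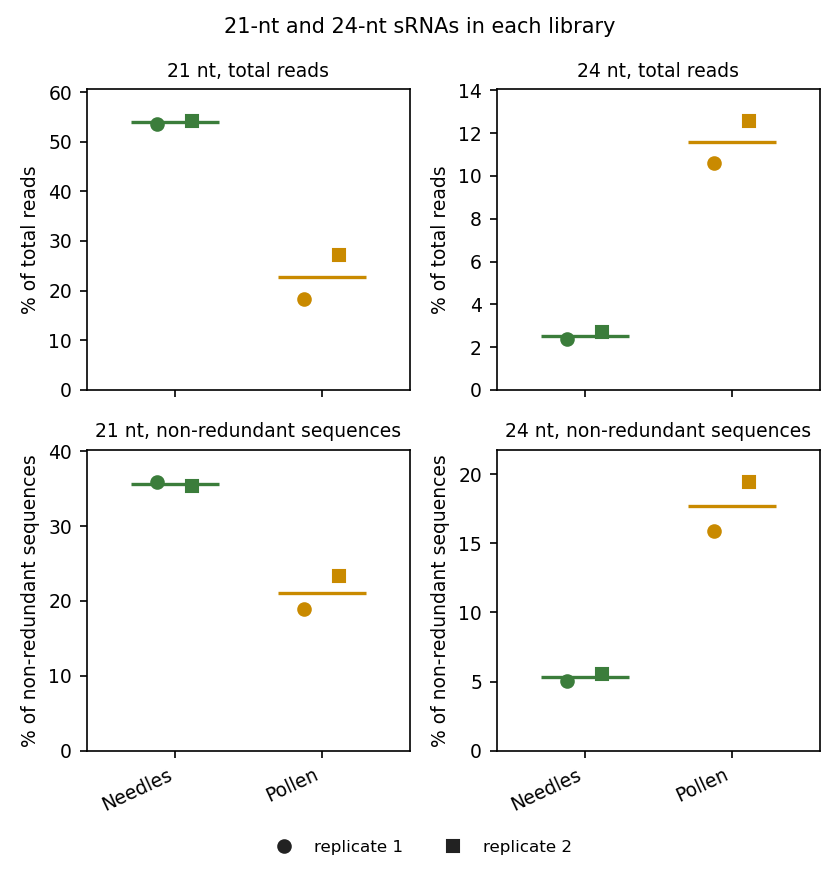
Share of 21-nt (left) and 24-nt (right) sRNAs in total reads (top) and in non-redundant sequences (bottom), in %. Points are single libraries and lines are the means of 2 libraries. The pollen libraries had 10.6 and 12.6% of 24-nt reads and the needle libraries 2.37 and 2.69%.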

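Among non-redundant sequences, 24-nt sRNAs reached 17.7% ± 2.49 (SD, n = 2 libraries) in pollen and 5.03 and 5.56% in the needle libraries (SD 0.378, n = 2). The log2 fold change was 1.74 (standard error 0.37, adjusted p = 0.00666 from edgeR's quasi-likelihood test on the numbers of distinct sequences), and without replicate 1 of needles it was 1.67 and no longer past the threshold (adjusted p = 0.0727). Because the needle libraries were deeper, the comparison was repeated with all libraries thinned to 5377901 reads, which gave 1.87 (adjusted p = 0.00377). The share of 21-nt sRNAs was 21.1% ± 3.04 (SD, n = 2) in pollen and 35.6% ± 0.422 (SD, n = 2) in needles, a difference that did not pass the threshold (log2 fold change -0.75, adjusted p = 0.189 from the same edgeR test). It passed with only 20 to 25 nt as the total (-0.73, adjusted p = 0.0443) and with the replicate number as a block (-0.78, adjusted p = 0.0482). In pollen the 24-nt sequences were 2.61 ± 0.507 (SD, n = 2) times as many as the mean of the 23-nt and 25-nt sequences. In needles this ratio was 1.01 ± 0.00432 (SD, n = 2). Sequences read only once made up 42.8% ± 0.493 (SD, n = 2) of the 24-nt reads of pollen and 24.2% ± 2.00 (SD, n = 2) of those of needles.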

When only considering non-redundant sequences, the 24-nt peaks in pollen were even more evident (Fig. 1b), consistent with previous observations in male cones [18, 24, 30]. We conclude that Norway spruce pollen generates tissue-specific 24-nt sRNAs.

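At the level of single sequences, 4690 of the 6839 tested 24-nt sequences differed between pollen and needles at an adjusted p of 0.05 (edgeR's quasi-likelihood test), 2908 higher and 1782 lower in pollen. All 4690 differed at least 2-fold. The median log2 fold change of all tested sequences was 1.73. With the 24-nt reads alone as library size the median was -0.18, and 1464 sequences were higher and 2125 lower in pollen. DESeq2 called 1784 sequences, 670 higher and 1114 lower. The count was 2640 without replicate 1 of needles, 3123 without replicate 2 of needles and 3124 without replicate 2 of pollen, with 688, 770 and 773 of them lower. It was 3703 without replicate 1 of pollen. The sequence with the largest rise, CGTCGTGGGAGCTTTGCCTCGCCA, had 413 ± 158 RPM (SD, n = 2 libraries) in pollen and no read in either needle library. With the reads of both libraries of a tissue summed, it was at least 6366-fold higher in pollen against a floor of 3 reads over the needle libraries (adjusted p = 7.29e-21 from edgeR's quasi-likelihood test). The sequence with the largest fall, TGGACTTGCAAATCTGTATTGGCT, had 127 ± 75.1 RPM (SD, n = 2) in needles and no read in pollen, at least 663-fold lower by the same measure (adjusted p = 5.87e-15 from the same test). The most abundant 24-nt sequence of pollen, GGAAATGACTCTCGGCAACGGATA, had 4937 ± 3354 RPM (SD, n = 2) in pollen and 261 ± 294 RPM in needles. Without its first base it is the most abundant 23-nt sequence of both pollen libraries, which had 10935 and 14829 RPM. Whether this 24-nt sequence comes from rRNA left after the removal step was not tested. Second by mean RPM in both tissues was GGGCTACGGACGTAGAATGTCCTC, with 1394 ± 522 RPM (SD, n = 2) in pollen and 819 ± 358 RPM in needles, a difference within the spread of the replicates. The most abundant 24-nt sequence of needles by mean RPM, CCTAACAGACCGAGAGATTTGAAC, had 914 ± 587 RPM (SD, n = 2) in needles and 81.4 ± 51.2 RPM in pollen. In replicate 1 of needles it had 499 RPM, below the 1072 RPM of GGGCTACGGACGTAGAATGTCCTC. With 482668 24-nt reads drawn from each library, the % of reads with the identical sequence in another library was averaged over both directions. It was 49.4% for the pollen pair, 43.9% ± 3.58 (SD, 4 library pairs) between needles and pollen and 73.3% for the needle pair. By direction, 29.9 to 38.6% of pollen reads were found in a needle library and 50.6 to 56.9% of needle reads in a pollen library. For the pollen pair the directions gave 47.4 and 51.4%. From the size distributions of needles and pollen, the paper concludes that the 24-nt sRNAs of pollen are tissue-specific.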

**Fig. 1:**
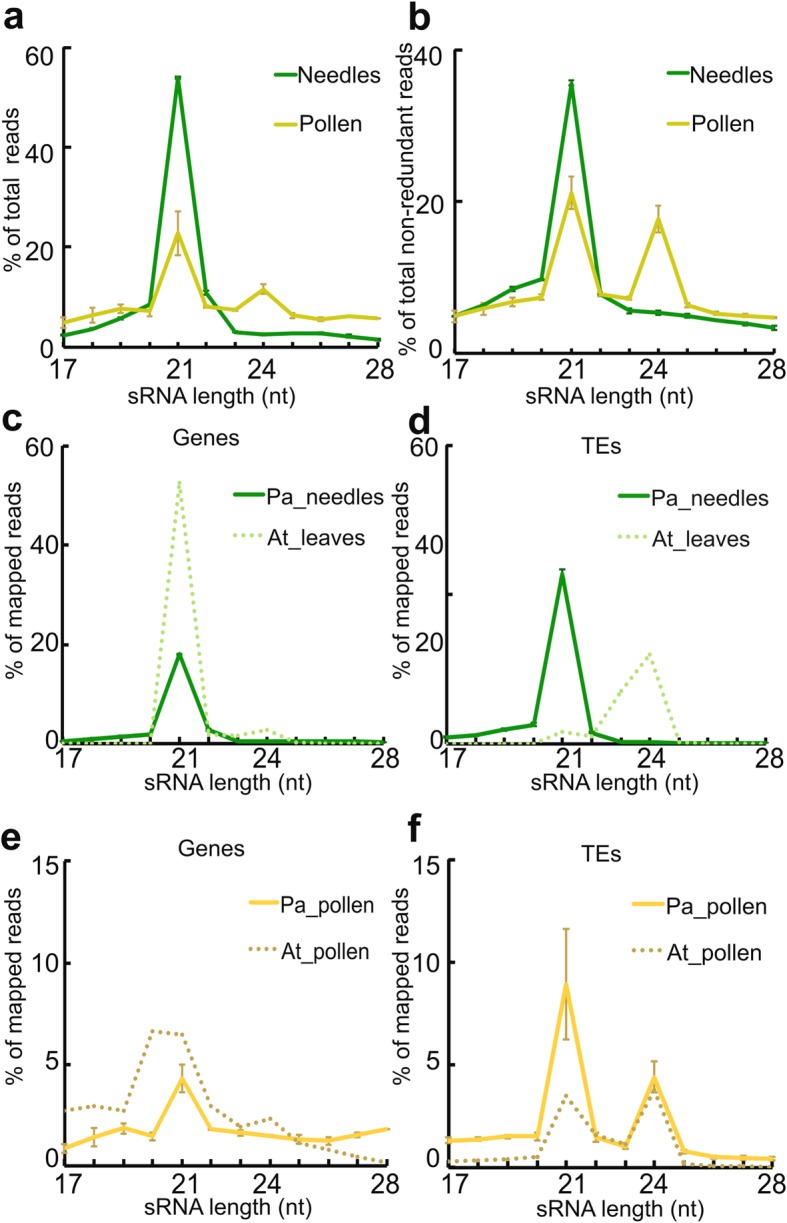
Size distribution of sRNA in different organs, **a** sRNA size distribution of total read counts in needles and pollen samples after removing transfer RNA (tRNA)-, ribosomal RNA (rRNA)-, small nucleolar RNA (snoRNA)-, and small nuclear (snRNA) RNA-derived sequences. **b** sRNA size distribution of non-duplicated read counts after removing t/r/sn(o)RNA. **c–f** sRNA size distribution; (**c**) in genes, and (**d**) in TEs of *Arabidopsis* and *P.abies* vegetative tissues. (**e**) in genes**,** and (**f**) in TEs of *Arabidopsis* and *P.abies* pollen. At: *Arabidopsis thaliana*, Pa: *Picea abies.* Error bars indicate standard error of the mean

To address the origin of sequences producing sRNAs, we assigned mapped reads to genomic features; genes and TEs. Gene regions generated only 21-nt sRNAs in both needles and pollen (Fig. 1c, e). For TE-derived sRNAs, needles exhibited a peak only at 21-nt, while pollen exhibited two peaks at both 21-nt and 24-nt (Fig. 1d, f). Thus, like in angiosperm pollen, TE sequences in Norway spruce pollen can produce both 24-nt and 21-nt sRNAs (Fig. 1f). Interestingly though, the sRNA size distributions in Norway spruce pollen are opposite of those in *Arabidopsis*, with a substantially higher fraction of 21-nt sRNAs accumulating in Norway spruce ([27]; Fig. 1c,d).

### 24-nt sRNA profiles between pollen and somatic embryonic callus are distinct

In angiosperms, alterations of siRNA size distribution have been observed not only in pollen, but also in cultured cells and DNA methylation-deficient mutants [27, 31–37]. Similarly, cultured cells of Norway spruce also produce 24-nt sRNAs [21]. To investigate whether the TE-derived sRNA profiles are similar between pollen and somatic embryonic callus, we sequenced sRNAs from Norway spruce somatic embryonic callus samples grown at different temperatures: 4 °C, 22 °C, and 28 °C. Consistent with previous work, we also identified a 24-nt peak in our somatic embryonic callus samples ([21]; Fig. 2a, b). 

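For somatic embryonic callus (SEC), 2 libraries were sequenced for each of the 3 temperatures, from 1 cell line kept at 4 °C, 22 °C or 28 °C for 3 weeks in the dark. Needles and pollen came from a wild tree, so their comparison with callus does not separate tissue from genotype. The deposited counts were made as for needles and pollen. The libraries held between 5377901 and 9393006 reads, of between 1691575 and 3158048 distinct sequences. Libraries are grouped by the temperature of their sample label. For replicate 2 at 4 °C and replicate 1 at 28 °C, the name of the deposited file carries the other of these temperatures, so each comparison of temperatures was repeated with both exchanged. The callus at 22 °C was compared with needles, and the callus at 4 °C and 28 °C with that at 22 °C, with the test described for needles and pollen. The tested 24-nt sequences covered between 16.4 and 53.5% of the 24-nt reads of a callus library.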

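In callus at 22 °C, 24-nt sRNAs made up 9.27% ± 0.0730 (SD, n = 2 libraries) of total reads, a log2 fold change of 1.87 against needles (standard error 0.37, adjusted p = 0.000763 from edgeR's quasi-likelihood test). The shares of 23, 25, 26, 27 and 28 nt also rose past the threshold, most at 28 nt (2.15, adjusted p = 0.000578 from the same test). In all 6 callus libraries the 24-nt share lay between 8.94 and 20.5%, above both needle libraries. The share of 21-nt sRNAs at 22 °C was 21.0% ± 10.3 (SD, n = 2), with a log2 fold change of -1.36 against needles (standard error 0.40, adjusted p = 0.00913), and without replicate 1 at 22 °C it was -0.93 and no longer past the threshold (adjusted p = 0.0825). Among non-redundant sequences, 24-nt sRNAs made up 15.0% ± 3.66 (SD, n = 2), a log2 fold change of 1.50 against needles (adjusted p = 0.0192). That call was lost without replicate 1 or 2 of needles (adjusted p = 0.165 and 0.0998) and in limma (adjusted p = 0.0593). For 21-nt sequences the log2 fold change was -0.79 (adjusted p = 0.101). It passed the threshold without replicate 2 at 22 °C (-1.23, adjusted p = 0.0114), with 20 to 25 nt as the total (-0.74, adjusted p = 0.0407), with the replicate number as a block (-0.85, adjusted p = 0.0201) and at equal depth (-0.94, adjusted p = 0.0450). In the non-redundant distribution, all 6 callus libraries had a maximum at 24 nt. In total reads, 4 of the 6 libraries had one. In replicate 1 at 22 °C and replicate 1 at 4 °C, 25-nt reads were more frequent, with 10.3 and 11.7% of total reads against 9.22 and 9.36% at 24 nt. Without the 10 most abundant sequences of each library, all 6 libraries had the maximum. With sequences of at least 2 reads, none of the 6 had it in total reads, while both pollen libraries kept it, and all 6 had it in non-redundant sequences. Sequences read only once made up 57.7% ± 15.3 (SD, n = 6) of the 24-nt reads of callus. The most abundant 24-nt sequences at 22 °C were GGCTACGGACGTAGAATGTCCTCT with 3871 ± 1817 RPM (SD, n = 2), against 87.9 ± 38.8 RPM in needles, and GGGCTACGGACGTAGAATGTCCTC with 3125 ± 1773 RPM (SD, n = 2). Each lacks an end base of the same 25-nt sequence, which had 25986 and 21595 RPM in replicates 1 and 2 at 22 °C. The most abundant 21-nt sequence by mean RPM was GAAATGACTCTCGGCAACGGA with 3841 ± 3236 RPM (SD, n = 2), against 482 ± 127 RPM in needles. In replicate 1 at 22 °C it had 1553 RPM and another 21-nt sequence was more abundant. An origin of these sequences from remaining rRNA was not tested.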

The 24-nt sRNAs in the somatic embryonic callus were also exclusively derived from TEs (Fig. 2c, d). Notably, the subtracted ribosomal RNA (rRNA), transfer RNA (tRNA), and small nuclear (nucleolar) RNA (sn(o)RNA)-RNA derived fractions also displayed varying size distributions among tissues (Additional file 1: Figure S1). For rRNA-derived sequences between the 17–42-nt size range, somatic embryonic callus had 4 peaks at 17-nt, 19-nt, 24-nt, and 34-nt, while pollen and needles had peaks at 17-nt, 20-nt and 25-nt. For tRNA-derived sequences, needles and pollen had peaks at 17-nt, compared to a peak at 33-nt in somatic embryonic callus. For sn(o)RNA-related sequences, specifically only somatic embryonic callus had large peaks at 20-nt and 30-nt (Additional file 1: Figure S1). Thus, the r/t/sn(o)RNA processing highly diverged among these tissues.

**Fig. 2:**
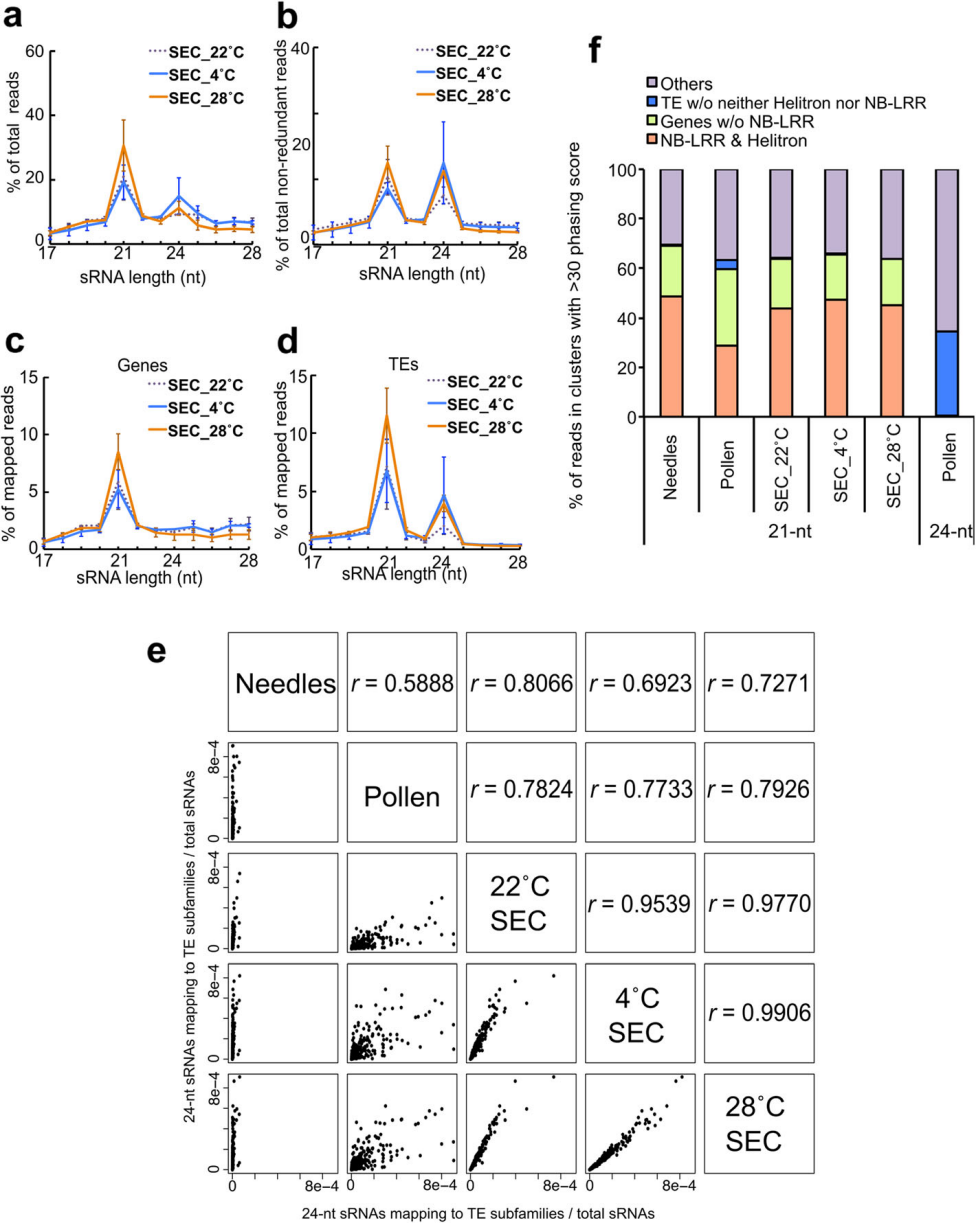
Differences in 24-nt producing loci between pollen and somatic embryonic callus, **a** Total sRNA size distribution of somatic embryonic callus treated at different temperatures. **b** Non-redundant sRNA size distribution in the same samples. **c–d** sRNA size distribution in each genomic features; **c** in genes and **d** in TEs. Error bars indicate standard error of the mean. **e** Correlation of 24-nt sRNA counts associated with TE sequences between samples. Each dot indicates a different TE subfamily. *r* indicates correlation coefficiency. **f** Proportions of sRNA derived from each genomic feature producing putative phased RNAs. SEC*:* somatic embryonic callus

Temperature was previously shown to affect TE activity in plants [38–40]. For example, high accumulation of TE-derived 21-nt sRNAs was observed after heat shock in *Arabidopsis* [40]. Furthermore, temperature conditions affect miRNA profiles in Norway spruce [41]. Therefore, we compared sRNA profiles of somatic embryonic callus cultured at 4 °C, 22 °C, and 28 °C to address the effect of temperature on sRNA profiles in Norway spruce somatic embryonic callus. 

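In total reads, 24-nt sRNAs made up 11.3% ± 2.78 (SD, n = 2 libraries) at 4 °C and 14.7% ± 8.19 (SD, n = 2) at 28 °C. Against 22 °C, the log2 fold change was 0.29 at 4 °C (standard error 0.36, adjusted p = 0.980) and 0.67 at 28 °C (standard error 0.36, adjusted p = 0.252), both from edgeR's quasi-likelihood test. The 28 °C value rested on replicate 1, which had 20.5% of 24-nt reads against 8.94% in replicate 2. Without replicate 1 at 28 °C the log2 fold change was -0.0527, with sequences of at least 2 reads it was -0.14, and without replicate 2 it was 1.15 and past the threshold (adjusted p = 0.0249). Replicate 1 at 28 °C is one of the libraries whose deposited file is named after another temperature. With both such libraries exchanged, the log2 fold change was 0.69 at 4 °C and 0.26 at 28 °C, and neither passed the threshold (adjusted p = 0.935 and 0.836). Fig. 2a and Fig. 2b show the highest 24-nt share at 4 °C, which is the order with the exchange and not that by the sample labels. The share of 21-nt sRNAs was 18.3% ± 6.19 (SD, n = 2) at 4 °C and 31.6% ± 9.96 (SD, n = 2) at 28 °C, and the log2 fold changes of -0.19 and 0.59 did not pass the threshold (adjusted p = 0.980 and 0.252). Among non-redundant sequences, 24-nt sRNAs made up 18.4% ± 8.46 (SD, n = 2) at 4 °C and 29.0% ± 12.2 (SD, n = 2) at 28 °C, with log2 fold changes of 0.30 (adjusted p = 0.944) and 0.95 (adjusted p = 0.0796). The latter passed the threshold without replicate 2 at 22 °C (1.22, adjusted p = 0.0171), without replicate 2 at 28 °C (1.32, adjusted p = 0.0248) and with only 20 to 25 nt as the total (0.69, adjusted p = 0.0493). Non-redundant 21-nt sRNAs made up 17.9% ± 3.21 (SD, n = 2) at 4 °C and 24.5% ± 7.85 (SD, n = 2) at 28 °C (log2 fold change -0.20, adjusted p = 0.944, and 0.25, adjusted p = 0.514). The 21-nt values and the non-redundant 24-nt value at 4 °C, and the non-redundant 21-nt value at 28 °C, changed sign when single libraries were left out. These shares are of all sRNAs and not of those mapped to TEs.

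**Figure D2:**
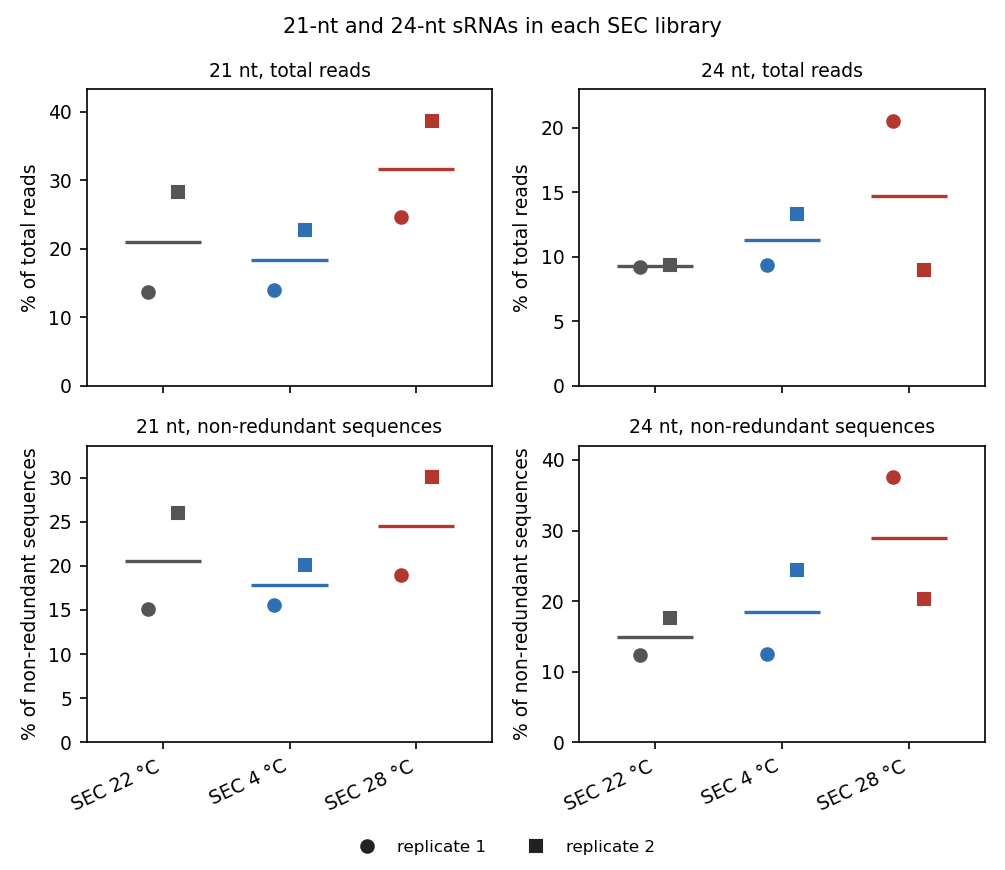
Share of 21-nt (left) and 24-nt (right) sRNAs in total reads (top) and in non-redundant sequences (bottom) of the callus libraries at 22 °C, 4 °C and 28 °C, in %. Points are single libraries, placed by their sample label, and lines are the means of 2 libraries. At 28 °C the replicates had 20.5 and 8.94% of 24-nt reads.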

TE-associated sRNAs in somatic embryonic callus at all three temperature conditions had obvious peaks at 21-nt and 24-nt length (Fig. 2a-d). To determine whether TE-derived 24-nt sRNAs were generated from the same TE subfamilies in different tissues and upon temperature stress, we used a detailed annotation of repeat sequences and classified them into different TE subfamilies, and tested for correlation of 24-nt sRNAs mapping to TE subfamilies between different samples. The increase of 24-nt sRNAs occurred equally at different TE subfamilies and was not restricted to specific TE subfamilies (Fig. 2e). 

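The abundance of the tested 24-nt sequences, as mean RPM of the 2 libraries of a group, was correlated between the groups. These correlations are across sequences, which are not independent replicates, so no p-value is given. Of the 10 pairs of groups, callus at 22 °C and 4 °C had the highest coefficient (Pearson's r = 0.990, Spearman's rho = 0.925). It was 0.879 (rho = 0.860) between 22 °C and 28 °C, and 0.899 (rho = 0.862) between 4 °C and 28 °C. Between single callus libraries of different temperatures, r ranged from 0.688 to 0.985. Between the replicates of one temperature it was 0.890 at 22 °C, 0.726 at 4 °C and 0.903 at 28 °C. Pollen had an r of 0.592, 0.644 and 0.874 with callus at 22 °C, 4 °C and 28 °C, and rho between 0.426 and 0.483. Needles had an r between 0.434 and 0.458 with the callus groups, and rho between -0.00278 and 0.0427. Without the 10 most abundant 24-nt sequences, the mean r was 0.873 within callus, 0.566 between pollen and callus and 0.142 between needles and callus.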

Although the temperature conditions varied, the 24-nt sRNA counts correlated well among somatic embryonic callus samples (Fig. 2e). Thus, TE-derived 24-nt sRNA populations in somatic embryonic callus samples were robust to temperature stress. In contrast, TE-derived 24-nt sRNAs substantially differed between pollen and somatic embryonic callus samples (Fig. 2e), indicating that different TE loci contribute to 24-nt sRNAs in pollen and somatic embryonic callus.

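None of the tested 24-nt sequences differed between callus at 4 °C and 22 °C at an adjusted p of 0.05 in edgeR's quasi-likelihood test or in DESeq2, and 154 had an unadjusted p of at most 0.05 in edgeR. Between 28 °C and 22 °C the count was 0 in both tools (605 at the unadjusted p in edgeR), and so it was between 28 °C and 4 °C (604 at the unadjusted p). With the 24-nt reads alone as library size, 142 sequences differed between 28 °C and 22 °C, 1 higher and 141 lower at 28 °C. The same comparison gave 101 sequences without replicate 2 at 22 °C and 2 with the exchanged temperatures. TMM factors gave 10 sequences between 28 °C and 4 °C. In simulated data for 28 °C against 4 °C, the test recovered 13.5% of 200 sequences changed 8-fold and 66.0% of those changed 64-fold, so that most changes of 8-fold would not have been called. At equal numbers of drawn reads, libraries of one temperature shared 38.1% of their 24-nt reads as identical sequences and libraries of different temperatures 38.0%. This difference of 0.0917 percentage points had p = 0.467 in a one-sided exact permutation test over the 15 ways to pair 6 libraries, which cannot give a p below 0.0667. With single libraries left out it ranged from -5.27 to 6.66. From the correlation among the callus samples, the paper concludes that their 24-nt sRNAs from TEs were robust to temperature stress.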

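Pollen came from a wild tree and callus from a cell line, so a difference in exact sequences between them can also reflect genotype. Between pollen and callus at 22 °C, 1666 of the tested 24-nt sequences differed at an adjusted p of 0.05 in edgeR's quasi-likelihood test, 988 higher and 678 lower in pollen. DESeq2 called 498, of which 199 were higher. The count fell to 849 without replicate 2 of pollen, to 998 without replicate 1 at 22 °C and to 1018 without replicate 1 of pollen, with 100, 270 and 191 of them lower. With a minimum of 50 reads, 133 sequences were higher and 221 lower. The sequence with the largest rise, TTTGGAGAAGATGAGCATGACATC, had 45.6 ± 5.04 RPM (SD, n = 2 libraries) in pollen and no read in needles or in any callus library. With the reads of both libraries of a group summed, it was at least 176-fold higher than in callus at 22 °C, against a floor of 3 reads over the callus libraries (adjusted p = 6.98e-10 from edgeR's quasi-likelihood test), and was not called by DESeq2 (adjusted p = 0.137). The sequence with the largest fall, ATGGGGTGCATTGCCGATCGACCT, had 34.7 ± 31.8 RPM (SD, n = 2) in callus at 22 °C and no read in pollen, at least 183-fold lower by the same measure (adjusted p = 5.35e-10 from the same test). Of the tested 21-nt sequences, 8966 differed, 2210 higher and 6756 lower in pollen. This count fell to 1749 without replicate 2 of pollen, with 1100 higher and 649 lower, to 3075 without replicate 1 of pollen and to 3199 without replicate 2 at 22 °C. As a test over all 24-nt reads, the share of reads with the identical sequence in the other library was compared within and between the tissues, at equal numbers of drawn reads. It averaged 38.8% over the pairs of libraries of one tissue (49.4% for the pollen pair, 38.1% over the 15 callus pairs) and 37.0% over the pairs between the tissues, a difference of 1.76 percentage points (p = 0.357 in a one-sided exact permutation test over the 28 splits of 8 libraries, smallest possible p 0.0357). Without replicate 2 of pollen the difference was -0.817 percentage points. The shares of each pair were averaged over both directions, which were unequal. Of pollen reads, 33.0 to 41.2% were found in a callus library, below the 47.4 and 51.4% of the pollen pair. Of callus reads, 18.1 to 56.0% were found in a pollen library and 18.5 to 59.4% in another callus library. Restricted to sequences with at least 2 drawn reads, the shares were 85.1% within and 72.5% between the tissues (p = 0.0357, the smallest that the exact permutation test can give). For Spearman's rho over the tested sequences the means were 0.813 within and 0.451 between the tissues, also at the smallest p of this permutation test. From the lower correlation between pollen and callus, the paper proposes that different TE loci give rise to 24-nt sRNAs in these tissues.

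**Figure D3:**
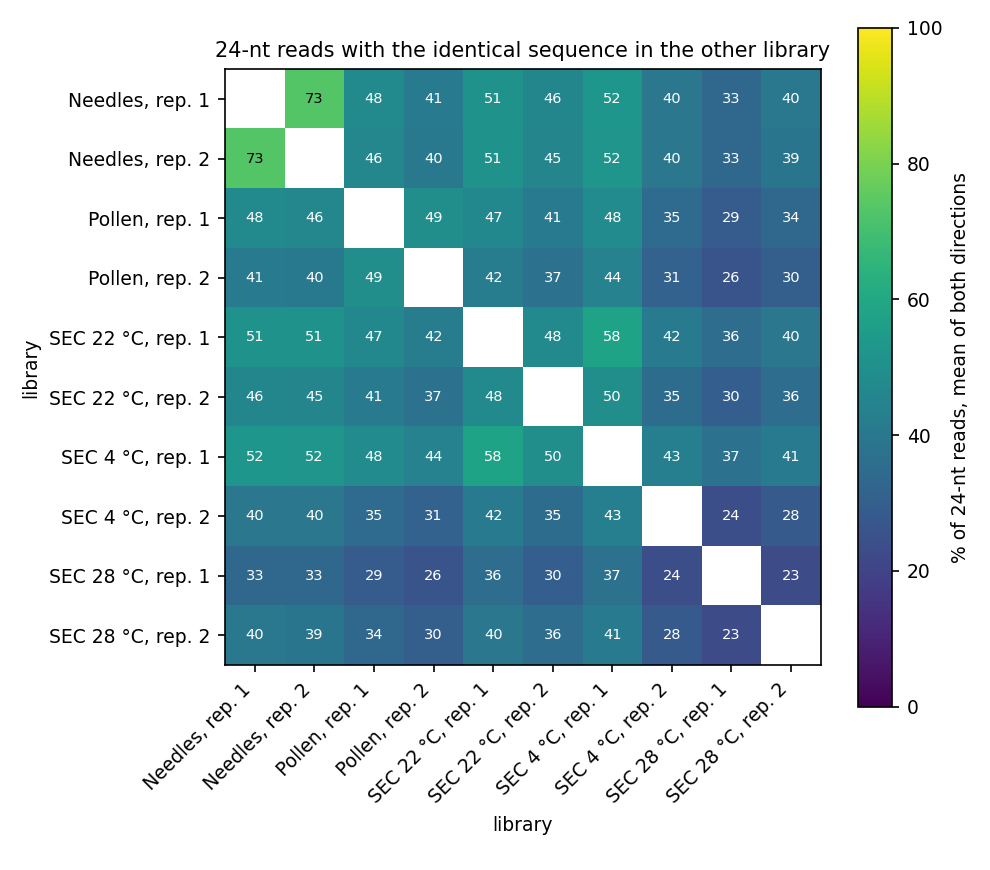
Share of 24-nt reads whose identical sequence was present in the other library, in %, for each pair of the 10 libraries, at equal numbers of drawn 24-nt reads and averaged over both directions. The needle libraries shared 73.3%, the pollen libraries 49.4% and the callus libraries between 23.3 and 58.0%.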

21-nt phasiRNAs contribute a large fraction of the Norway spruce sRNA population [42]. Like in angiosperms [28, 29, 43], also Norway spruce produces reproductive tissue-specific phasiRNAs [42]. Since angiosperm phasiRNA-producing (PHAS) loci produce reproductive-tissue specific 24-nt phasiRNAs, which so far were not reported in gymnosperms, we tested whether Norway spruce pollen and somatic embryonic callus also generate 24-nt sRNAs in a phased pattern. We searched for phased sRNA clusters using the Shortstack program and extracted sRNA clusters with phasing scores exceeds 30 [44]. As previously reported, we also identified more than 600 phased clusters of 21-nt sRNAs in Norway Spruce needles [42]. In pollen, we identified 160 clusters of phased 21-nt and 10 clusters of phased 24-nt sRNA. In contrast to pollen, almost no phased 24-nt sRNA clusters were found in somatic embryonic callus even when applying a low threshold (Additional file 1: Figure S2), but there were 180–280 clusters of phased 21-nt sRNA. Previous work revealed that substantial fractions of 21-nt phasiRNA clusters of Norway spruce are derived from nucleotide binding sites and leucine-rich repeat (NBS-LRR) genes [42, 45]. Similarly, we found that approximately 30–50% of 21-nt phasiRNAs in needles and somatic embryonic callus were derived from NBS-LRRs and related sequences (Fig. 2f). The fraction of 21-nt phased RNAs derived from TEs was higher in pollen than in other samples. Most of the 24-nt phased RNA clusters were derived from TEs and not from NB-LRRs and related sequences. So far, we do not know the trigger miRNA for those phased RNAs. Considering the difficulty to precisely identify 24-nt PHAS loci [46], we could not determine whether these 24-nt phased sRNA clusters in pollen are indeed 24-nt PHAS loci. Nevertheless, pollen contains a different type of 24-nt sRNA from somatic embryonic callus, suggesting tissue-specific biogenesis of sRNAs in Norway spruce.

### Tissue specific 24-nt sRNAs originate from 21-nt producing loci

In *Arabidopsis*, easiRNA producing loci in pollen and in mutants for the chromatin remodeling factor DDM1 partially overlap with regions that are targeted by 24-nt siRNAs [47]. Furthermore, these tissue-specific 21–22-nt easiRNAs antagonize the production of 24-nt siRNAs due to TE sequences being transcriptionally activated and the transcripts processed by the PTGS pathway [47]. To test whether the same interplay of 24-nt sRNAs and 21-nt sRNAs takes place in Norway spruce, we compared the TE-derived 21-nt and 24-nt sRNA profiles.

Most of TE-derived sRNA populations originated from Gypsy, Copia, and unknown families (Fig. 3a), representing the majority of the genome sequence [18]. Notably, the majority of TE subfamilies generated both 21-nt and 24-nt sRNAs in pollen and somatic embryonic callus and both populations were positively correlated (Fig. 3a, b). Nevertheless, 21-nt fractions were generally more abundant in somatic embryonic callus, while in pollen the 21-nt/ 24-nt ratio in TE subfamilies varied. One of the CMC-EnSpm subfamily and one of the gypsy subfamily produced predominantly 24-nt sRNAs in pollen (Fig. 3a). Consistent with the genome-wide correlation of 21-nt and 24-nt sRNAs, when inspecting individual loci we found similar patterns of 24-nt and 21-nt RNA accumulation (Fig. 3c). Thus, unlike in *Arabidopsis* pollen, 21-nt and 24-nt sRNA accumulated in a parallel manner in pollen and somatic embryonic callus of Norway spruce. 

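Whether 21-nt and 24-nt sRNAs arise from the same sequences was examined within each library, since sequences were not placed on the genome. Each library was thinned to 5377901 reads, and the 24-nt sequences with at least 10 reads were searched for a 21-nt sequence of the same library that lies within them on the same strand. Such a nested 21-nt sequence was found for 82.1% ± 1.99 (SD, n = 2 libraries) of 3306 to 3811 24-nt sequences in pollen. In callus it was found for 87.4% ± 1.91 (SD, n = 6) of 1518 to 2237 sequences, and in needles for 92.5% ± 0.118 (SD, n = 2) of 1261 to 1343 sequences. With the same 5' end required, the shares fell to 56.0% in pollen, 65.9% in callus and 72.1% in needles. For comparison, a nested 20-nt sequence was found for 66.1% ± 3.63 (SD, n = 2) of the 24-nt sequences in pollen and for 83.4% ± 2.75 (SD, n = 6) in callus. A nested 22-nt sequence was found for 75.5% ± 4.60 (SD, n = 2) in pollen and 89.9% ± 2.29 (SD, n = 6) in callus. Among 24-nt sequences with at least 50 reads, the order of 21 nt and 22 nt differed between the pollen libraries, with 90.4 and 93.5% in replicate 1 and 92.3 and 90.6% in replicate 2. Across the 24-nt sequences with at least 10 reads, Spearman's rho between their reads and the nested 21-nt reads was 0.349 ± 0.0463 (SD, n = 2) in pollen and 0.316 ± 0.0191 (SD, n = 6) in callus. With nested 22-nt reads it was 0.394 ± 0.0529 in pollen and 0.386 ± 0.0204 in callus. These coefficients are across sequences, which are not independent replicates. Counting each distinct nested sequence once, there were 1.18 ± 0.0268 (SD, n = 2) nested 21-nt reads per 24-nt read in pollen, 1.16 ± 0.453 (SD, n = 6) in callus and 3.14 ± 0.276 (SD, n = 2) in needles. Replicate 2 at 28 °C had 2.02, and the other callus libraries had between 0.795 and 1.23. Without thinning the needle ratio was 6.18 ± 0.855 (SD, n = 2). With at least 50 reads per 24-nt sequence the ratios were 0.811 ± 0.195 (SD, n = 2) in pollen and 0.839 ± 0.170 (SD, n = 6) in callus, and 0.919 and 1.91 in the needle libraries. From the positive correlation over TE subfamilies and single loci, the paper concludes that 21-nt and 24-nt sRNAs accumulate in parallel in pollen and callus.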

The 24-nt-producing loci in pollen exhibited modest 21-nt sRNA accumulation in needles (Fig. 3d), revealing that the same loci generate sRNAs in pollen and vegetative tissues but are targeted by different pathways.

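As a counterpart without genome positions, the 2611 sequences of 24 nt with at least 10 reads in both pollen libraries were followed in the other tissues. Presence was scored with every library thinned to equal depth, and read sums were taken from all reads. In needles, 57.6% ± 0.758 (SD, n = 2 libraries) of them contained a 21-nt sequence of the library, and 56.1% ± 3.36 (SD, n = 2) were present themselves as 24-nt reads. In pollen, 85.9% ± 1.03 (SD, n = 2) contained a 21-nt sequence. In callus, 70.3% ± 1.44 (SD, n = 6) did, and 75.8% ± 2.65 (SD, n = 6) were present as 24-nt reads. The nested 21-nt reads summed to 11704 ± 1487 RPM (SD, n = 2) in needles and 46623 ± 1236 RPM (SD, n = 2) in pollen. The 24-nt reads of the set summed to 9662 ± 912 RPM (SD, n = 2) in needles and 39536 ± 114 RPM (SD, n = 2) in pollen. Because the set was chosen by its 24-nt reads in pollen, higher 24-nt values in pollen follow from the choice. The set was not chosen by its nested 21-nt reads, and whether the choice also raised these in pollen was not examined. Neither difference was tested. The ratio of nested 21-nt to 24-nt reads was 1.21 ± 0.0397 (SD, n = 2) in needles and 1.18 ± 0.0347 (SD, n = 2) in pollen. The 10 most abundant nested 21-nt sequences held 49.9% ± 4.37 (SD, n = 2) of the nested 21-nt reads in needles. A nested 21-nt sequence without any 24-nt read was found in needles for 11.2% ± 2.36 (SD, n = 2) of the set. From the 21-nt sRNAs of these loci in needles, the paper concludes that the same loci are targeted by different pathways in pollen and vegetative tissue.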

**Fig. 3:**
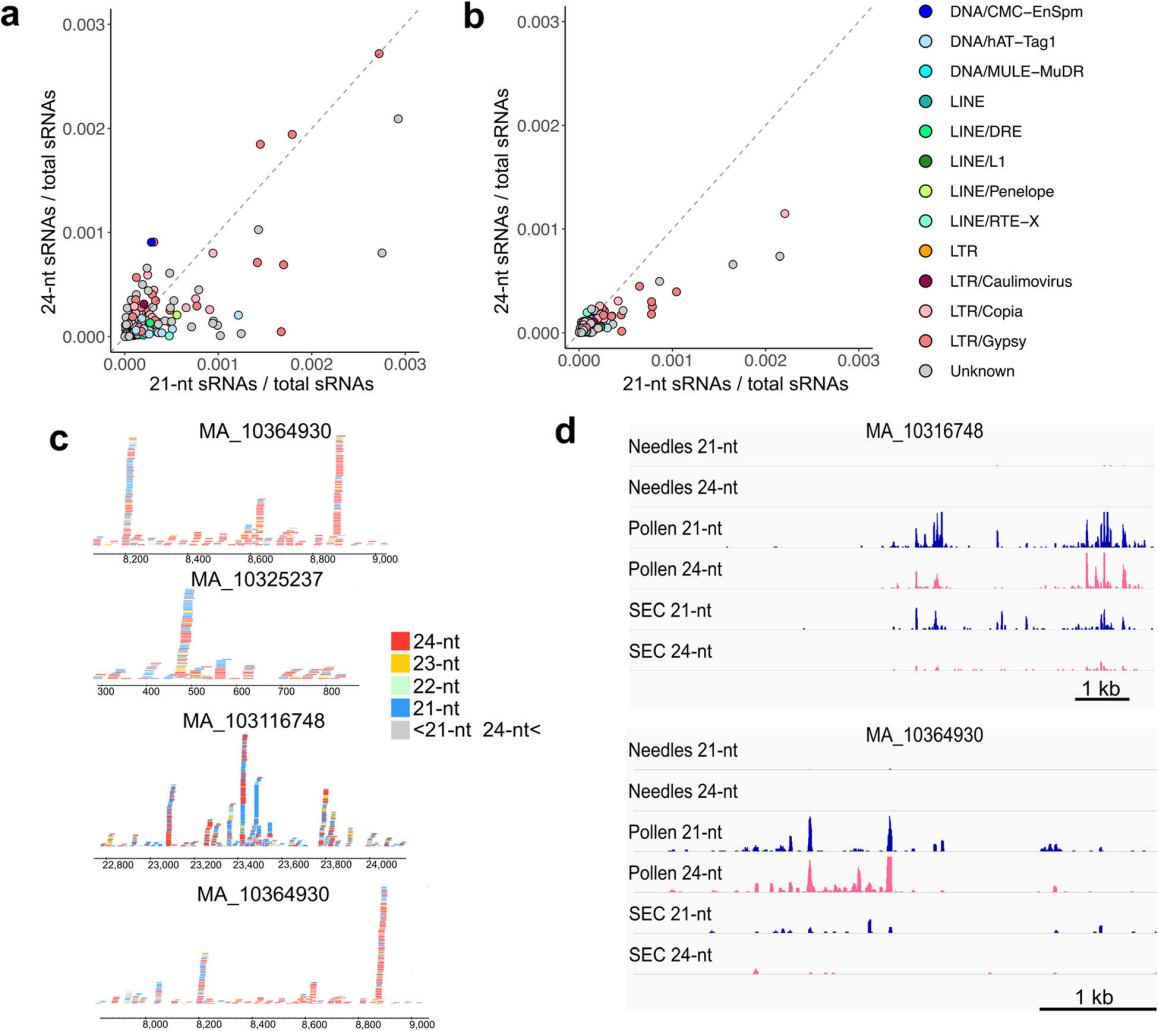
TE-derived 21-nt and 24-nt sRNAs correlate, **a–b** Correlation between 21-nt and 24-nt sRNA mapped to each TE subfamily in pollen (**a**) and in somatic embryonic callus at 22 °C (**b**). TE families that had a limited number of sRNAs were omitted. **c** sRNA colored by size at sRNA clustered regions in pollen. **d** Read density of 21-nt and 24-nt sRNA are shown as histograms at representative loci

### Expression of RdDM components does not correlate with 24-nt production

DCL3 is required for the accumulation of 24-nt siRNA in angiosperms, and similarly, for the production of 22–24-nt sRNAs in *Physcomitrella patens* [14, 48]. It has been proposed that early land plants did not have distinct subunits for NUCLEAR RNA POLYMERASE D 1 (NRPD1) and NUCLEAR RNA POLYMERASE E 1 (NRPE1), the largest subunits of Pol IV and Pol V, respectively [49]. Consistently, in lycophytes and ferns, 24-nt sRNAs are associated with *NRPE1* expression [49]. However, in the moss *P.patens*, like in angiosperms, NRPD1 is required for 24-nt siRNA production [6, 48], indicating that NRPD1 had a role in 24-nt sRNA production already in Bryophytes. To address the mechanism for tissue-specific sRNA production in Norway spruce, we investigated the expression pattern of homologs of RdDM pathway components and related genes in Norway spruce using the mRNA transcriptome datasets of 22 different tissues/organs/conditions (Congenie.org: [18]). We did not find strong correlations between expression of homologs of any RdDM components and 24-nt sRNAs (Additional file 1: Figure S3). Interestingly, among these RdDM homologs, putative homologs of RDR6, MA_10435131g0010 and MA_10435131g0020, which are potentially derived from one gene, correlated in expression with 24-nt sRNAs (Additional file 1: Figure S3), suggesting a possible role of Norway spruce RDR6 in the production of 24-nt sRNAs, similar to what has been proposed in *Arabidopsis* [46]*.*

## Discussion

### Differences in sRNA populations in gymnosperm tissues

Here, we showed that Norway spruce pollen contains a noticeable amount of 24-nt sRNAs that were exclusively derived from TEs (Fig. 1). Several studies in *Arabidopsis* revealed that 21–22-nt TE-derived sRNAs are generated from transcriptionally active TEs under specific conditions or in specific tissues [27, 47, 50–53]. In contrast, 21-nt TE-derived sRNAs in Norway spruce were prevalent in all examined tissues, including vegetative tissues (Fig. 1), while TE-derived 24-nt sRNAs were tissue-specific. Thus, the pattern of TE-associated sRNA size distributions in Norway spruce is opposite to that in *Arabidopsis.*

Angiosperm genomes also have tissue-specific 24-nt sRNA-producing loci. In *Arabidopsis*, inflorescences and developing siliques have additional loci producing 24-nt siRNA compared to other tissues [14, 29, 54, 55]. Similarly, in rice endosperm, there are additional loci generating 24-nt sRNAs [56]. Observations in gymnosperms also revealed divergence of 24-nt sRNA accumulation in different tissues. Developing seeds in *P. glauca* also contain 24-nt sRNA [23]. Similarly, 24-nt sRNAs are present in female flowers of *Pinus tabuliformis*, but are only a minor fraction in *P. abies* [18, 30]. In some gymnosperms, a substantial fraction of 24-nt sRNAs has been detected even in vegetative tissues [57–60]. Thus, the tissue-specificity of 24-nt sRNA production is diverse in gymnosperms. While Pol IV and Pol V evolved in early land plants, the predominant use of 24-nt-siRNAs seems to have evolved more recently [11, 17, 48, 49]. This may explain the observed differences in 24-nt sRNA production among gymnosperm tissues.

Mature pollen in *Picea* plants consists of a few prothallium cells, a tube cell, and a generative cell, which later on divides into sperm and stalk cells [61, 62]. Except for the existence of the prothallium cells, components of *Picea* pollen are similar to those of angiosperms. It would be interesting to explore which cells contribute the pollen-specific 24-nt sRNA.

In somatic embryonic callus, not only TE-derived sRNAs, but also other sRNAs displayed a tissue-specific size distribution (Additional file 1: Figure S1). Previous work revealed that snRNAs strongly accumulate in *Arabidopsis* cell cultures [63], indicating a conserved requirement of snRNAs during cell proliferation in angiosperms and gymnosperms.

Our results also reveal differences in 24-nt sRNA-producing loci between pollen and somatic embryonic callus (Fig. 2e). In *Arabidopsis*, CLSY chromatin remodeling factors are responsible for locus-specific siRNA production [64]. Two CLSY homologs were differentially expressed among tissues in Norway spruce (Additional file 1: Figure S2), suggesting that similar mechanisms may underlie the tissue-specific production of 24-nt sRNAs in gymnosperms. Furthermore, several putative RdDM components showed higher expression in non-needle tissues, which may connect to the observed tissue-specific accumulation of 24-nt sRNAs (Additional file 1: Figure S2).

### Potential roles of 24-nt sRNAs in Norway spruce pollen

In angiosperms, 24-nt sRNAs mediate *de novo* DNA methylation through the RdDM pathway [6]. CHH DNA methylation levels are higher in somatic embryonic callus compared to needles, indicating that 24-nt sRNAs mediate DNA methylation in gymnosperms as well [21]. On the other hand, no obvious increase of DNA methylation has been observed in flower buds [21]. This might reflect the difference in 24-nt sRNA profiles between somatic embryonic callus and pollen reported in our study, although we cannot exclude that 24-nt sRNAs do not induce CHH methylation in pollen, consistent with low CHH methylation levels observed in *Arabidopsis* sperm cells [35, 65].

We identified some loci that produce phased 24-nt RNAs in pollen. Developing pollen in rice and maize contain a large fraction of 21-nt and 24-nt phasiRNAs [28, 29]. The molecular roles of 24-nt phasiRNA are not completely understood, but they are associated with pollen development in monocots [29, 66, 67]. The phased 24-nt loci identified in our analysis do not overlap with previously identified reproductive tissue-specific PHAS loci that produce mainly 21-nt phasiRNA (Additional file 1: Table S2, [42]). These results suggest that gymnosperms have distinct loci producing 21-nt and 24-nt phasiRNAs. In monocots, 24-nt phasiRNAs are associated with meiosis [29, 66] and triggered by miR2275, which the gymnosperm lineage seems to lack [43]. An investigation of meiocytes in Norway spruce might identify more 24-nt phased loci and the trigger miRNA.

## Conclusions

Angiosperm pollen has unique sRNA profiles in both dicots and monocots. In this study, we found that pollen of *P.abies* produced 24-nt sRNAs, contrasting the predominant production of 21-nt sRNAs in other tissues. It has been reported that *P.abies* somatic embryonic callus also produces 24-nt sRNAs. Although 24-nt sRNAs are exclusively derived from TEs in both pollen and somatic embryonic callus, the 24-nt producing loci varied between these tissues. In contrast to *Arabidopsis*, tissue-specific 24-nt sRNAs are not antagonistic and rather positively correlated with 21-nt sRNAs. Our data provide strong evidence for the divergence of TE-derived sRNA processing between angiosperms and gymnosperms. Nevertheless, the specific occurrence of TE-derived 24-nt sRNAs in pollen suggests that epigenetic reprogramming also occurs during gymnosperm pollen development*.*

## Methods

### Plant materials and growth conditions

Pollen and needles were harvested from a wild Norway spruce (*Picea abies* (L) Karst.) tree in Uppsala Sweden (latitude: 59°48′47.7“N, longitude: 17°38’20.6”E) between May and August in 2017. The somatic embryonic cell line (11:18:1:1) was established as described [68] and kindly provided by Dr. Sara von Arnold. Somatic embryonic callus was proliferated on half-strength LP [69]. Somatic embryonic callus was growth at 22 °C unless otherwise indicated. Temperature treated callus was exposed to temperature of 4 °C, 22 °C, and 28 °C for 3 weeks in the dark and then immediately frozen in liquid nitrogen.

### Library preparation and sequencing of sRNA

Total RNAs were extracted as described previously [70]. Subsequently, sRNAs were separated from high molecular weight RNAs by PEG8000 precipitation according as previously described [71]. sRNA libraries were constructed from sRNA recovered from gels using the NEBNext® Small RNA Library Prep Set for Illumina (NEB, MA, USA) and subsequently sequenced on an Illumina HiSeq 2500 (50 bp single reads) at the SciLifeLab (Uppsala, Sweden).

### Mapping of sRNA sequences

Adaptor sequences were trimmed from read sequences using reaper [72]. r/t/sn(o)RNA sequences were removed using the Rfam database [73]. The 17–28-nt read sequences were mapped to the Pabies1.0-genome-gene-only.fa (http://congenie.org) [18] using Bowtie [74] ,requiring the best match with allowing a maximum two mismatches. The sequencing data of *Arabidopsis* sRNA datasets of *Arabidopsis* were downloaded from Gene Expression Omnibus (GEO) at the National Center for Biotechnology Information (NCBI). The accessions used in this study are as follows; wild-type pollen: GSM1495679, wild-type leaves: GSM1330561. sRNA clusters and phased sRNA clusters were identified by Shortstack [44]. sRNA clusters with > 30 phased score were considered as putative phased sRNA loci.

### TE annotation and prediction of *P.abies* homologs

Repeat sequences were annotated using Repeatmodeler (Smit, AFA., Hubley, R. RepeatModeler Open-1.0.72008–2015 <http://www.repeatmasker.org>) and RepeatMasker (Smit AFA., Hubley R., Green P., RepeatMasker Open-4.0.12013–2015. <http://www.repeatmasker.org>) against the *P.abies* genome assembly v1.0 (Pabies1.0-genome.fa) [18]. The numbers of each TE subfamily locus in the Pabies1.0-genome-gene-only.fa correlated well with those in Pabies1.0-genome.fa except for rare TE subfamilies. TE remnants, which are truncated sequences, were also considered as TEs in this study. The repbase that was referred for the TE annotation includes a helitron sequence containing a homolog of an NBS-LRR sequence [75]. Because of a difficulty to distinguish between helitrons and NBS-LRR genes, 3 helitron subfamilies were excluded from this TE annotation. A BLASTP (2.2.30+) search [76, 77] was performed (E value < 0.0001) against the peptide sequence data from *Arabidopsis* TAIR10 gene models to annotate Pabies1.0-all-pep.faa (Congenie).

## Supplementary information

**Additional file 1: Table S1.** sRNA sequencing and mapping data, **Table S2.** 24-nt sRNA clusters with phasing scores with above threshold, **Figure S1.** Size distributions of sRNA derived from ribosomal/transfer/small nuclear (nucleolar) RNA size distributions in needles, pollen, and somatic embryonic callus at 22 °C. SEC*:* somatic embryonic callus, **Figure S2.** The number of sRNA cluster loci with certain phasing score, **Figure S3.** Expression pattern of RdDM and sRNA related pathway component homologs.

## Data Availability

sRNA-Seq data in this study has been deposited in Gene Expression Omnibus NCBI (Accession: GSE129413).

## Abbreviations

miRNA: micro RNA (ribonucleic acid)
nt: Nucleotides
phasiRNA: Phased siRNA
PTGS: Post transcriptional gene silencing
RdDM: RNA-directed DNA methylation
siRNA: small(short) interfering RNA
sRNA: Small RNA
TE: Transposable element

How the deposited data were processed for this re-analysis (not part of the article)

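Small RNAs of Norway spruce needles, mature pollen and somatic embryonic callus were measured by sequencing, with 2 libraries for each of needles, pollen and callus kept at 22 °C, 4 °C or 28 °C, 10 libraries in all. For each library the authors deposited the read count of every distinct sequence of 17 to 28 nt. Before deposit they trimmed the adaptors with reaper and removed r/t/sn(o)RNA sequences with the Rfam database. The deposited counts are whole numbers from 1 upwards, are not normalized and precede the mapping to the genome. Mapping to the genome, assignment to TEs and genes, and the detection of phased loci were not repeated, and no result that needs them is given. No sequence is given the name of a miRNA or gene, since no file pairs the sequences with names.

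Libraries were grouped by the tissue and temperature of their sample labels. The names of 2 deposited files, for replicate 2 at 4 °C and replicate 1 at 28 °C, carry the other of these temperatures. The labels were followed, and the exchange of both and their omission were tried as alternatives. Total reads per library ranged from 5377901 to 22408892 and are given per library beside the results. Sequences with letters other than A, C, G and T held at most 0.0542% of the reads of a library and were counted in the size distributions only. A count of 0 allows up to 3 reads, which corresponds to between 0.134 and 0.558 RPM depending on the library.

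Size distributions were computed as % of total reads and as % of distinct sequences. The 12 length classes were compared with edgeR 4.0.16 (quasi-likelihood test, dispersion common to the classes, library size equal to the total reads, no further scaling) in R 4.3.3. Single 24-nt and 21-nt sequences with at least 10 reads in at least 2 of the 10 libraries were compared with the same tool, with an adjusted p threshold of 0.05 (Benjamini-Hochberg) within each size class and comparison. All tests used the 10 libraries in 5 groups, so that groups of 2 share one estimate of the spread. Sharing of sequences was measured as the % of 24-nt reads with the identical sequence in another library, averaged over both directions. It was taken at 482668 24-nt reads drawn without replacement from each library, and tested by exact permutation of the libraries. Nested sequences were searched at each of the possible offsets (0 to 3 nt) on the same strand in libraries thinned to 5377901 reads. These steps used Python 3.11.15, NumPy 2.4.6 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9.

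The sequences named in the text were chosen by a rule set before the data were examined. It takes the 2 most abundant 24-nt sequences and the most abundant 21-nt sequence by mean RPM in needles, pollen and callus at 22 °C, and the 24-nt sequences with the largest positive and negative log2 fold change past the threshold, with both libraries of one group above both of the other, for pollen against needles, pollen against callus at 22 °C and callus at 28 °C against 4 °C (where none passed). One 25-nt sequence was named after its values were seen. Fitted fold changes of sequences without reads in one group depend on the prior count, so such differences are given as a bound, from the summed reads of both libraries of the higher group, against 3 reads over the other group.

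The alternatives were limma 3.58.1 on the logit of the shares, TMM factors, DESeq2 1.42.0 with its size factors, library sizes from the same size class, count minimums of 3 and 50, only the compared groups in the fit, the replicate number as a block, each library left out in turn, a window of 20 to 25 nt, omission of the 10 most abundant sequences or of sequences with a single read, thinning of all libraries to equal depth, and other definitions of shared and nested sequences. All but the combination of exchanged temperatures with the replicate block were set before the data were examined.

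The tests of length classes, of single sequences and of sharing between pollen and callus were tested on simulated data. For the length classes, 75.2% of 500 simulated data sets with 1 class changed 3-fold gave a call, with a mean log2 estimate of 1.32 for a true value of 1.32. Between 4 °C and 22 °C in these simulated data, where no class was changed, 4.88% of classes had an unadjusted p below 0.05. Calls of the unchanged classes beside the changed one were not counted. The simulated coefficient of variation was 0.25. The 21-nt share at 22 °C varied more, with 13.7 and 28.3% in the replicates. For pollen against needles, 16.5% of 200 of the 6839 24-nt sequences were recovered at an 8-fold change and 70.0% at a 64-fold change. For 21-nt sequences, 0% and 49.5% of 200 of 62708 were recovered at these changes. In the real comparison of pollen with needles, 4690 sequences of 24 nt and 47726 of 21 nt were called. The Benjamini-Hochberg adjustment is stricter with few changed sequences, so these rates do not give the power of that comparison. Between 28 °C and 4 °C, 3 of 30 called sequences were unchanged ones at the 8-fold change and 7 of 139 at the 64-fold change. The permutation test of sharing between pollen and callus had a p below 0.05 in 3% of 100 simulated data sets without a difference and in 100% of those with 50% of the pool shared. Counts of replicate libraries were also compared by a chi-square test over the sequences with at least 100 reads in total, to find libraries deposited more than once. The smallest statistic of the 45 pairs of libraries was 19.9 per degree of freedom, between replicate 1 at 22 °C and replicate 1 at 4 °C, so no library was a copy of another. The smallest of the 5 replicate pairs was 83.4.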

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

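The test of the length forms was set before its result was seen. In the callus libraries one sequence of 25 nt that the paper does not discuss, GGGCTACGGACGTAGAATGTCCTCT, held on average 2.07% ± 1.15 (SD, n = 6) of total reads. Its abundance was above that of both needle libraries in all 6 callus libraries, from 5283 to 39570 RPM against 1500 and 1626 RPM, and pollen had 5126 ± 99.9 RPM (SD, n = 2). The difference between callus and needles is in RPM and so does not come from library size. Reads of one RNA with fixed ends would mostly have this exact sequence. Of all callus reads of 20 to 28 nt that hold its 20 middle bases, 29.0% were the 25-nt sequence itself, 44.6% had 25 nt, 14.9% had 23 nt and 13.4% had 24 nt, and each callus library had between 786 and 2092 distinct sequences with these bases. The many forms go against a single RNA with fixed ends, while the excess of 25 nt over 24 nt and over 26 nt (11.4%) goes against ends placed at random. The 25-nt sequence was also only between 19.0 and 27.7% of such reads in the needle and pollen libraries, so this share says nothing about the higher level in callus, and breakdown of one longer RNA stays open. Longer forms lie outside the 17 to 28 nt that were analysed. The sequence remained after the authors' removal of r/t/sn(o)RNA. Whether it still belongs to one of these classes, or comes from another organism, and whether its higher level in callus reflects more of a longer RNA or lower stability of one, was not tested and stays open. The tissue is a biological difference of the design and was not separated from these.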

How the results depend on the processing

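Leaving out 38 comparisons whose outcome was fixed by construction or whose value was identical to the reported one, 310 of 400 comparisons of a result with an alternative kept the direction and the side of the threshold, or stayed within the spread of the replicates or 1.5 times the count. The alternatives were set before the data were examined, except the exchange of temperatures with the replicate block, which was chosen after seeing the data. Where a library was left out, the lone library of its group was assumed to vary like the other groups. Where no cause is given, the cause was not tested.

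The higher 24-nt share in total reads of pollen and of callus at 22 °C, each against needles, kept its direction and stayed past the threshold under all 11 alternatives, with log2 fold changes from 1.41 to 2.55 for pollen and from 1.18 to 2.25 for callus. The lower 21-nt share of pollen ranged from -1.55 to -0.99 with single libraries left out, and lost its call without replicate 1 of pollen and without replicate 2 of needles. That of callus at 22 °C ranged from -1.98 to -0.93 and lost its call without replicate 1 at 22 °C. Among non-redundant sequences, the 24-nt value of pollen against needles ranged from 1.59 to 1.88 with libraries left out and lost its call without replicate 1 of needles, and that of callus at 22 °C ranged from 1.23 to 1.73, with calls lost without either needle library and in limma (1.64, adjusted p = 0.0593). Over all alternatives the adjusted p of the latter ranged from 4.14e-05 to 0.165. The non-redundant 21-nt value passed the threshold with 20 to 25 nt as the total, at -0.73 for pollen and -0.74 for callus at 22 °C. For callus at 22 °C it also did so at equal depth (-0.94) and without replicate 2 at 22 °C, within a range of -1.23 to -0.46 with libraries left out.

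Between temperatures, the 24-nt share in total reads of 28 °C against 22 °C ranged from -0.0527 to 1.15 with libraries left out, past the threshold without replicate 2 at 28 °C. It was -0.14 with sequences of at least 2 reads and -0.0527 without both libraries whose file names carry another temperature, both in the other direction. Its adjusted p ranged from 0.0249 to 0.849. In non-redundant sequences this comparison ranged from 0.44 to 1.32, past the threshold without replicate 2 at 22 °C or replicate 2 at 28 °C, and reached 0.69, past the threshold, with 20 to 25 nt as the total. The 24-nt share of non-redundant sequences at 4 °C ranged from -0.27 to 0.70 with libraries left out and was -0.27 without both libraries in question. The 21-nt share at 4 °C ranged from -0.63 to 0.42 in total reads and from -0.54 to 0.24 in non-redundant sequences, and that of non-redundant sequences at 28 °C from -0.12 to 0.69, so that single libraries set the direction of these values.

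With the replicate number as a block (replicate block), no length class call was lost, and the non-redundant 21-nt share passed the threshold for pollen (-0.78) and for callus at 22 °C (-0.85). The block left 4166 changed 24-nt sequences for pollen against needles and 1528 for pollen against callus at 22 °C, and 0 between temperatures in edgeR (117, 585 and 602 at the unadjusted p, and 0 in DESeq2 without the block). Whether the numbers pair the libraries differed between groups. The correlation of same-numbered libraries in their deviations from the group means over the length classes ranged from -0.438 (pollen with callus at 28 °C) to 0.800 (pollen with callus at 22 °C) in total reads. It was -0.0648 between needles and pollen and 0.228 between needles and callus at 22 °C. Within callus it was 0.726 for 22 °C with 4 °C, 0.271 for 4 °C with 28 °C and -0.00504 for 22 °C with 28 °C, and with the temperatures exchanged 0.803, 0.369 and 0.775. The fit without the block was therefore kept, and a pairing of the callus libraries stays open. With the exchange and the replicate block together, the 24-nt share of total reads at 28 °C was 0.28, not past the threshold, and 1 24-nt sequence differed between 28 °C and 22 °C. The block changed no other call.

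For pollen against needles, the count of changed 24-nt sequences, 4690, became 1784 in DESeq2, 15666 with a minimum of 3 reads and 1055 with a minimum of 50 reads, where 28509 and 1455 sequences were tested, and lay between 2640 and 3703 with libraries left out. The share of higher calls depended on the scaling. It was 62.0% with total reads as library size, 46.2% with TMM factors, 40.8% with the 24-nt reads as library size and 37.6% in DESeq2, as the median log2 fold change of all tested sequences moved from 1.73 to 0.10, -0.18 and -0.13. For pollen against callus at 22 °C, the count of 1666 became 498 in DESeq2 (40.0% higher, against 59.3%), 2656 with a minimum of 3 reads and 354 with 50 (37.6% higher), and lay between 849 and 1471 with libraries left out. For 21-nt sequences, pollen against needles had 47726 calls, 18487 in DESeq2 (27.0% higher, against 11.3%), 111536 with a minimum of 3 reads and 11976 with 50, and between 28854 and 42024 with libraries left out. The median log2 fold change of all tested 21-nt sequences was -5.60, and -5.05 with TMM factors and -4.45 in DESeq2. Pollen against callus at 22 °C had 8966, which became 4429 with a minimum of 50 reads and 2501 with only the compared groups in the fit, and lay between 1749 and 9778. Between 28 °C and 22 °C, the count of 0 became 142 with the 24-nt reads as library size, which moved the median log2 fold change from 0 to -0.45, 2 with the exchanged temperatures, 1 with the exchange and the replicate block, and between 0 and 101 with libraries left out, 101 being without replicate 2 at 22 °C. Between 28 °C and 4 °C it became 10 with TMM factors. Between 4 °C and 22 °C it was 0 under all 15 alternatives, with an unadjusted p of at most 0.05 for 154 sequences in edgeR and 36 in DESeq2.

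The difference in shared 24-nt reads within and between pollen and callus, 1.76 percentage points (p = 0.357 in the exact permutation test), became 12.6 with at least 2 drawn reads and 12.6 for 21-nt sequences, and 0.361 for Spearman's rho, each at the smallest p of the test. With libraries left out it ranged from -0.817 to 3.83, negative without replicate 2 of pollen. Between temperatures the difference of 0.0917 ranged from -5.27 to 6.66 with libraries left out, and was -0.271 with the exchanged temperatures and -0.351 for 21-nt sequences, in a design whose smallest p of 0.0667 cannot pass the threshold.

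The correlation of needles with callus, 0.445, was 0.142 without the 10 most abundant 24-nt sequences and 0.277 on the log2 scale, and that of needles with pollen, 0.397, was 0.237 on the log2 scale. The other correlations stayed within the spread of library pairs. The share of 24-nt sequences with a nested 21-nt sequence was lower with the same 5' end required (72.1% in needles, 56.0% in pollen, 65.9% in callus), and higher with at least 50 reads (95.7%, 91.4% and 91.2%) and, for needles, without thinning (93.4%). In the set of pollen sequences it was 36.3% in needles, 61.5% in pollen and 48.4% in callus with the same 5' end, 80.4%, 91.2% and 87.4% with at least 50 reads, and 66.9%, 87.4% and 71.8% without thinning. The share of 24-nt reads that start with A was 23.1% in needles, 25.8% in pollen and 26.1% in callus, and over distinct sequences 27.5%, 30.1% and 33.2%. Without the 10 most abundant sequences it was 25.4% in needles and 28.1% in pollen. The share of 21-nt reads that start with U was 50.1% in needles and 27.7% in pollen, and over distinct sequences 42.7% and 33.3%. The log2 fold changes of the 4 sequences named for their change kept direction and call under the alternatives, except that of TTTGGAGAAGATGAGCATGACATC, which was not called by DESeq2.

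Depth limits the results most among rare 24-nt sequences. The tested sequences covered only 16.4% of the 24-nt reads of replicate 1 at 28 °C and 53.5% of those of replicate 1 at 4 °C, and at 482668 reads drawn, between 40.1 and 80.2% of the 24-nt reads of a callus library came from sequences drawn once. Changes in such sequences were not detectable at this depth.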

Differences from the paper's values

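The paper shows size distributions of total and non-redundant sRNAs only as figures (Fig. 1a, b and Fig. 2a, b), whose 20 values at 21 nt and 24 nt were read by eye. None of them differed from the values computed here by both more than 1.5 times and more than the replicate SD. For Fig. 2b this holds on the scale of its axis ticks: the axis has 3 equal tick intervals above 0, while the printed labels place 40 at the uppermost tick. With 20% per tick interval, 24-nt sRNAs at 22 °C reach about 15% in Fig. 2b, read by eye, against 15.0% here. This scale was chosen after seeing the values. By the printed labels, 3 of the 6 values of the panel would differ, and also that of 21 nt at 28 °C in another reading by eye that was slightly lower. The 3 are about 9.9% in Fig. 2b, read by eye, against 15.0% for 24 nt at 22 °C, about 11% against 17.9% for 21 nt at 4 °C, and about 15% against 29.0% for 24 nt at 28 °C.

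The order of the temperatures differed. In Fig. 2a and Fig. 2b the highest 24-nt share is that of 4 °C, at about 15% of total reads in Fig. 2a, read by eye, and about 11% at 28 °C. With the libraries grouped by their sample labels, the share was 11.3% at 4 °C and 14.7% at 28 °C in total reads, and 18.4% at 4 °C and 29.0% at 28 °C in non-redundant sequences. With the 2 libraries exchanged whose deposited files are named after the other temperature, an alternative set before the data were examined, the shares were 14.9% at 4 °C and 11.1% at 28 °C in total reads and 25.0% and 22.4% in non-redundant sequences, the order of the figure. Without both of these libraries they were 9.36% and 8.94% in total reads, and 12.4% and 20.4% in non-redundant sequences.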

Other observations

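The tests of random breakdown and of abundant 23-nt and 25-nt sequences in parts of the callus libraries were chosen after the results were seen. In the comparison of pollen with callus, sequences with at least 2 reads were an alternative set beforehand, which was taken as a test of an explanation after its result was seen.

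With sequences of at least 2 reads, both pollen libraries and none of the 6 callus libraries had a maximum at 24 nt in total reads, although in non-redundant sequences all 6 callus libraries had one. At an equal depth of 5377901 reads and with at least 2 reads per sequence, the lowest ratio of 24-nt reads to the mean of 23-nt and 25-nt reads in pollen was 0.267 above the highest in callus, which argues against library depth. At most 3.93% of the 24-nt sequences read once in a callus library were 1 mismatch away from a 24-nt sequence with at least 10 reads, which argues against sequencing errors in abundant sequences. In each callus library, the sequences read once were at least 1.73 times as many at 24 nt as on average at 23 and 25 nt. This argues against random breakdown of longer RNA as their only origin. In replicate 1 at 22 °C (1.73) and replicate 1 at 4 °C (1.74), the excess is too small to exclude breakdown as their main origin. The ratio was 2.92 or more in the other callus libraries, which argues against it as the main origin there. When the 10 most abundant sequences were also left out, 3 callus libraries (replicate 2 at 4 °C and both at 28 °C) had the maximum again, with ratios of at least 1.17, so a few abundant sequences of 23 and 25 nt may account for its absence there. In the other 3 libraries it did not return, with ratios of at most 1.02. A candidate explanation for all 6 is that callus makes many different rare 24-nt sRNAs, part of them read once and part of them, as the non-redundant maximum shows, more often. In 6 of 6 callus libraries the 24-nt sequences read once recurred more often in other callus libraries than in pollen at equal depth, on average 2.79% ± 0.621 (SD, n = 6) against 2.59% ± 0.501, although this difference is smaller than the spread between libraries. In pollen, 7.89% ± 1.02 (SD, n = 2) recurred in the other pollen library and 2.84% ± 0.216 in callus. Whether the rare sequences come from TEs was not tested.

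Averaged over both directions, the share of 24-nt reads in common between pollen and callus was about as high as among callus libraries. Without the 10 most abundant 24-nt sequences of each library (30 sequences in all), the difference within against between the tissues was 1.90 percentage points (p = 0.321 in the one-sided exact permutation test), so a few abundant sequences present in every library do not account for it. With sequences of at least 2 drawn reads the difference was 12.6 percentage points at the smallest p of the test (0.0357). This is consistent with sequences drawn once, which made up between 40.1 and 80.2% of the 24-nt reads drawn from a callus library, hiding a difference between the tissues. A biological difference in the number of rare sequences between callus libraries was not separated from it.

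Callus libraries of one temperature differed as much in their size distribution as libraries of different temperatures. Their mean distance on the log2 scale over the 12 length classes was 1.96 within and 2.00 between temperatures. By the counts of single sequences, the nearest of all 45 pairs of libraries were replicate 1 at 22 °C and replicate 1 at 4 °C (chi-square of 19.9 per degree of freedom). By this statistic they were nearer than any replicate pair (83.4 or more). At equal numbers of drawn 24-nt reads they shared 58.0%, more than the replicates of pollen or callus but less than those of needles (73.3%). Of drawn 21-nt reads they shared 67.5%, less than the replicates of needles (83.9%), pollen (69.7%) and callus at 28 °C (69.4%). If the spread within temperatures came from 2 exchanged labels, the exchange would make libraries of one temperature the nearest pairs. After the exchange the mean distance within temperatures was 2.21, and 10 of the 15 pairings of the 6 libraries had libraries as near or nearer, so an exchange does not explain the spread within temperatures. Which temperature the 2 libraries had cannot be decided from this value, and it does not exclude an effect of temperature. Replicate 1 had the lower 21-nt share of total reads at each temperature (13.7 against 28.3% at 22 °C, 14.0 against 22.7% at 4 °C and 24.6 against 38.7% at 28 °C). With differences shared by libraries of one number taken out by the replicate block, edgeR called no 24-nt sequence between 4 °C and 22 °C, 28 °C and 22 °C, or 28 °C and 4 °C (117, 585 and 602 at the unadjusted p, and 0 in DESeq2 without the block), and 1 with the temperatures exchanged as well, between 28 °C and 22 °C. An effect hidden by differences that libraries of one number do not share stays open.

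Among 10 measures of the 6 callus libraries, including the 21-nt and 24-nt shares, none had a library far from the others by Dixon's test at the 95% level. The highest gap, 0.624 of the range and just under the critical value, was that of the 24-nt share of total reads in replicate 1 at 28 °C.

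In 24-nt reads, U was the most frequent 5' nucleotide in each tissue on average, with 30.1% ± 1.84 (SD, n = 2) in needles, 30.3% ± 1.02 (SD, n = 2) in pollen and 32.3% ± 4.67 (SD, n = 6) in callus. In replicate 1 at 22 °C and replicate 1 at 4 °C, G was more frequent (30.5 and 32.3%) than U (26.7 and 28.0%). In 21-nt reads, U made up 50.1% ± 4.46 (SD, n = 2) in needles and 37.2% ± 3.37 (SD, n = 6) in callus, and in pollen G made up 28.6% ± 1.11 (SD, n = 2) and U 27.7% ± 2.86 (SD, n = 2). Without the 10 most abundant sequences, G was below U in pollen (21.7 and 30.1%), and so it was over distinct sequences (18.1 and 33.3%). The share of G was 10.3% ± 3.08 (SD, n = 2) in needles and 16.7% ± 2.00 (SD, n = 6) in callus. It was 10.7 and 14.3% without the 10 most abundant sequences and 12.0 and 14.1% over distinct sequences.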
